# B-1b Cells Have Unique Functional Traits Compared to B-1a Cells at Homeostasis and in Aged Hyperlipidemic Mice With Atherosclerosis

**DOI:** 10.3389/fimmu.2022.909475

**Published:** 2022-07-22

**Authors:** Prasad Srikakulapu, Tanyaporn Pattarabanjird, Aditi Upadhye, Sai Vineela Bontha, Victoria Osinski, Melissa A. Marshall, James Garmey, Justine Deroissart, Thomas A. Prohaska, Joseph L. Witztum, Christoph J. Binder, Nichol E. Holodick, Thomas L. Rothstein, Coleen A. McNamara

**Keywords:** B-1 cells, IgM antibodies, IgHV sequencing, aging, CCR6, atherosclerosis, inflammation

## Abstract

Immunoglobulin M (IgM) to oxidation specific epitopes (OSE) are inversely associated with atherosclerosis in mice and humans. The B-1b subtype of B-1 cells secrete IgM to OSE, and unlike B-1a cells, are capable of long-lasting IgM memory. What attributes make B-1b cells different than B-1a cells is unknown. Our objectives were to determine how B-1b cells produce more IgM compared to B-1a cells at homeostatic condition and to see the differences in the B-1a and B-1b cell distribution and IgM CDR-H3 sequences in mice with advanced atherosclerosis. Here, *in-vivo* studies demonstrated greater migration to spleen, splenic production of IgM and plasma IgM levels in *ApoE^-/-^Rag1^-/-^* mice intraperitoneally injected with equal numbers of B-1b compared to B-1a cells. Bulk RNA seq analysis and flow cytometry of B-1a and B-1b cells identified CCR6 as a chemokine receptor more highly expressed on B-1b cells compared to B-1a. Knockout of CCR6 resulted in reduced B-1b cell migration to the spleen. Moreover, B-1b cell numbers were significantly higher in spleen of aged atherosclerotic *ApoE^-/-^* mice compared to young *ApoE^-/-^* mice. Single cell sequencing results of IgHM in B-1a and B-1b cells from peritoneal cavity and spleen of atherosclerotic aged *ApoE^-/-^* mice revealed significantly more N additions at the V-D and D-J junctions, greater diversity in V region usage and CDR-H3 sequences in B-1b compared to B-1a cells. In summary, B-1b cells demonstrated enhanced CCR6-mediated splenic migration, IgM production, and IgM repertoire diversification compared to B-1a cells. These findings suggest that potential strategies to selectively augment B-1b cell numbers and splenic trafficking could lead to increased and more diverse IgM targeting OSE to limit atherosclerosis.

## Introduction

IgM antibodies that bind to oxidation-specific epitopes (OSE), such as oxidized phospholipids (OxPL) and malondialdehyde (MDA), were discovered over two decades ago. They bind to and block the uptake of oxidized low-density lipoproteins (OxLDL) by macrophages, recognize similar epitopes on apoptotic cells and their levels are increased in hyperlipidemic mice (1–3). Yet translating these findings into effective approaches for inflammatory diseases fueled by OSE, such as nonalcoholic steatohepatitis (4) and atherosclerosis (5), remains to be established. In that regard, a better understanding of the cellular and molecular mechanisms regulating the production of IgM to OSE is needed.

In mice, 80% of the IgM produced comes from B-1 cells (6). In contrast to conventional B-2 cells, B-1 cells are mainly derived from fetal liver. However, Montecino-Rodriguez et al. identified B-1 cell precursors in the bone marrow of adult mice as another source for B-1 cells (7). B-1 cells predominantly reside in serosal cavities, persist throughout life by self-renewal and produce natural IgM with fewer non-template encoded nucleotides in an antigen and T cell-independent manner (8–10). B-1 cells are characterized as CD19^+^B220^lo^CD23^−^CD43^+^IgM^hi^IgD^lo^, B-1 cells are further divided into two subtypes based on cell surface expression of CD5 (CD5^+^ B-1a and CD5^-^ B-1b cells) (11). The prototypical natural antibody, T15, described more than 40 years ago recognizes phosphocholine (PC) antigens on the cell wall of many bacteria (2, 12, 13). Interestingly IgM antibodies found in adipose tissue, atherosclerotic lesions, and plasma from hyperlipidemic mice bear the same classical natural T15 idiotype, anti-PC antibody produced by B-1 cells that provide optimal protection to mice from pneumococcal infection (2, 14–18). As discovery of B-1 cells began with the identification of CD5 (Ly-1) on the surface of cancerous B cells in patients with B cell chronic lymphocytic leukemia (19, 20), the presence of CD5 on murine B cells that were long-lived, self-renewing, producers of polyreactive IgM antibodies has been regarded by many as synonymous with murine B-1 cells. However, it has recently been shown that CD5- B-1 cells (B-1b) produce atheroprotective IgM to OSE in a T cell-independent manner and attenuate diet-induced atherosclerosis in mice (21).

Earlier work on B cell ontology and in infection responses provided evidence that B-1a and B-1b cells are phenotypically, developmentally (9, 11, 22) and functionally distinct (23, 24). Notably, in contrast to B-1a cells, B-1b cells could provide T cell independent long-lasting IgM memory to specific infectious pathogens providing protection from subsequent lethal infection (23–27). Despite these suggestions of a unique and important role for B-1b cells, their phenotype and functional roles in the context of age-related inflammatory diseases such as atherosclerosis are poorly understood.

Here we provide evidence that B-1b cells have greater trafficking to the spleen and IgM production compared to B-1a cells. RNAseq and flow cytometry identify the chemokine receptor CCR6 with significantly higher expression in B-1b compared to B-1a cells and demonstrate distinct Ighv region usage for IgM between these two subtypes. A deeper analysis of VDJ usage of single B-1a and B-1b cells sorted from advanced atherosclerotic aged *ApoE^-/-^* mice revealed significantly more N-region nucleotides and greater diversification of V region usage in B-1b compared to B-1a cells in both peritoneal cavity (PerC) and spleen. Moreover, this diversification/heterogeneity is higher in splenic B-1b cells compared PerC B-1b cells suggesting that the splenic environment is important for the development of antigen specific IgM production from B-1b cells in advanced atherosclerosis.

## Results

### B-1b Cells Have Greater Trafficking to Spleen and IgM Production Compared to B-1a Cells

Previous data from our lab demonstrated that B-1b cells produce more IgM than B-1a cells *in vivo* (21). Whether this might be due to differences in survival after injection into the PerC or trafficking to antibody-producing sites is unknown. To address this question, equal numbers (1x10^5^ cells) of FACS-purified PerC B-1a or B-1b cells from *ApoE^-/-^* mice were intraperitoneally (IP) injected into B and T cell deficient *ApoE^-/-^Rag1^-/-^* mice (**Figure 1A**). Flow cytometry analysis of cells in the PerC and spleen of these mice 5 weeks later revealed that the majority of the transferred B cells resided in their homeostatic niche in the PerC. The number of adoptively transferred B cells in the PerC were not different between B-1a or B-1b recipient mice, suggesting equal survival. However, there was a significantly greater number of adoptively transferred B cells in the spleen of B-1b cell recipients compared to B-1a recipients (**Figure 1B**). This data suggests that PerC B-1b cells demonstrate greater trafficking to the spleen compared to B-1a cells. ELISPOT analysis of splenic cells supports the flow data, as more IgM secreting cells accumulated in spleens of mice after B-1b compared to B-1a cell transfer (**Figure 1C**). Moreover, consistent with our previously published data (21), mice that received B-1b cell transfer had significantly higher levels of plasma IgM compared to mice with B-1a cell transfer (**Figure 1D**). To determine if there were differences in the amount of IgM produced by B-1a and B-1b cells from PerC and spleen, equal numbers ofsort-purified B-1a and B-1b cells from 10 weeks old *ApoE^-/-^* mice were cultured for 72 hrs without any exogenous stimulation and total secreted IgM in the culture media was quantified by ELISA. There was minimal IgM measured in the culture media from either B-1 subtype from the PerC. However, B-1b cells spontaneously produced significantly more IgM than B-1a cells when derived from the spleen (**Supplement Figure 1**).

**Figure 1:**
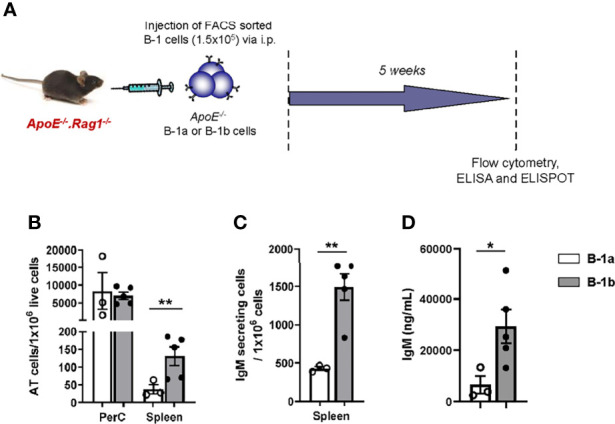
B-1b cells produce more IgM than B-1a cells *in vivo*, likely due to greater accumulation in the spleen. **(A)** Schematic representation of the experiment. FACS sorted B-1a or B-1b cells from *ApoE^-/-^* mice were adoptively transferred (100,000 cells/mouse) into *ApoE^-/-^Rag1^-/-^* mice *via* intraperitoneal injection. **(B)** Adoptively transferred (AT) cells were quantified in peritoneal cavity (PerC) and spleen by flow cytometry and **(C)** IgM secreting cells were quantified in spleen after five weeks of cell transfer. **(D)** Secreted IgM levels in the plasma were measured after five weeks of cell transfer. B-1a transferred mice (n=3) and B-1b transferred mice (n=5). Data from single experiment. Results are represented in mean + SEM, unpaired t-test performed. *p < 0.05, **p < 0.01.

### Chemokine Receptor-6 Regulates B-1b Cell Migration to Spleen

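B-1a and B-1b cells are the CD5-positive and CD5-negative subsets of peritoneal B-1 cells. They were sorted from C57BL/6 mice, a wild-type laboratory strain, and their messenger RNA was captured by its poly-A tail and sequenced, with 3 replicates stated for each group. The authors aligned the reads to GRCm38/mm10 with HISAT2 and quantified them with StringTie, and they used Ballgown for differential expression. The deposited table holds 13747 rows for 7834 gene names in 6 columns, 1 per replicate, and 3355 names have several rows, as a table of transcripts does. Its values are not whole numbers, fall with transcript length across genes (Spearman's correlation of -0.15 in B-1a replicate 1 over 4475 genes with 1 row, where genes are not independent replicates) and were read as FPKM, which is an inference, since the table names no unit. The FPKM summed to 346147 and 344980 in B-1a replicates 1 and 2 and to 324330 and 366992 in B-1b replicates 1 and 2. Sequencing depth is unknown from these values, so no counting error can be given.
The replicates were compared before they were averaged. B-1b replicate 3 was identical to B-1b replicate 1 in 13722 rows, 13329 of them among the 13354 rows in which replicate 1 was above 0. B-1a replicate 3 equalled the mean of B-1a replicates 1 and 2, within a relative tolerance of 1e-06, in 13710 rows. Any pair of the other 4 columns shared at most 1 identical value above 0. Since B-1b replicate 3 repeats replicate 1 in all but 25 rows, both were counted as 1 sample, by their mean, and B-1a replicate 3 was not used, which leaves 2 libraries per group. In 46 rows, each of another gene, at least 1 of the replicates numbered 3 departed from its relation. In 18 of these rows B-1a replicate 3 equalled the mean after a whole number was taken from replicate 2, such as 10 for Ccr7, 20 for Ighm and 30 for Ighv1-22. In 9 rows, Sqstm1 among them, it was identical to replicate 1. B-1b replicate 3 lay a whole number from replicate 1 in 10 rows, such as 10 above it for Ccr7, and equalled the mean of replicates 1 and 2 in 13 rows. The paper's text describes no such step.

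**Figure D1:**
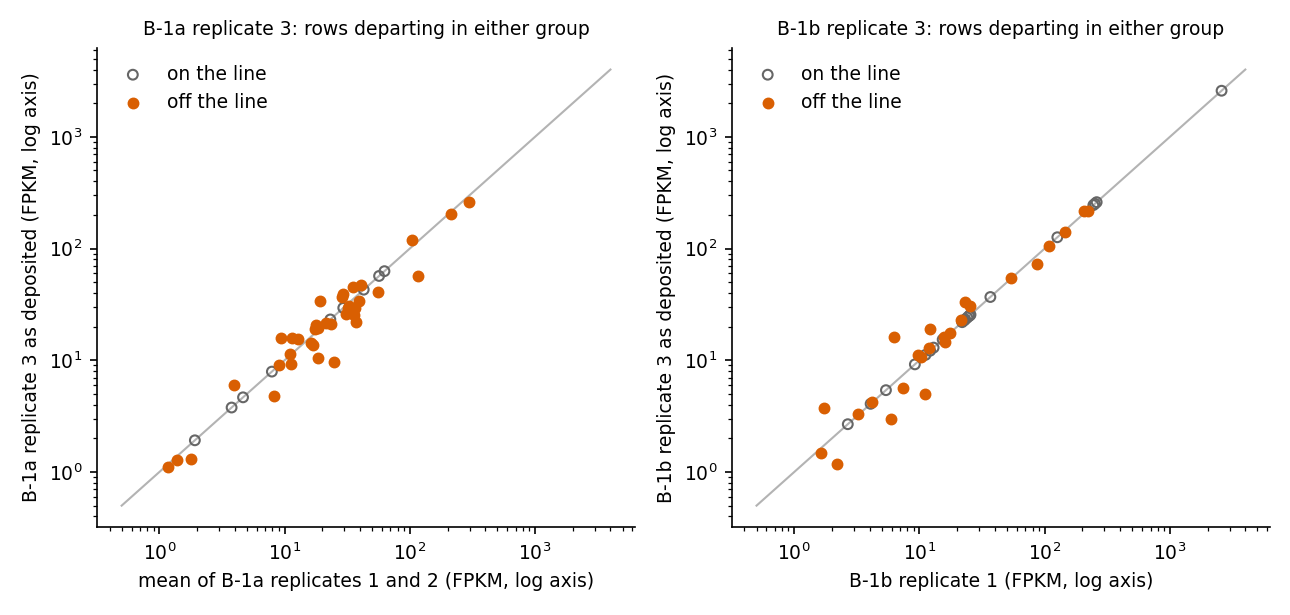
FPKM of replicate 3 as deposited (vertical, log axis) against the mean of B-1a replicates 1 and 2 (left) and against B-1b replicate 1 (right), for the 46 rows in which either departs from its relation. Open circles lie on the line of equal values and filled circles off it, 37 rows for B-1a and 25 rows for B-1b, while the other 13701 rows, which are not drawn, lie on the line in both groups.

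For the analysis, the rows of a gene were summed, genes with at least 1 FPKM in at least 2 of the 4 libraries were kept (7557 genes), and log2(FPKM + 1) was compared between the groups with limma, B-1b over B-1a, with Benjamini-Hochberg adjustment. A fold change on this scale understates the change of genes with low values. Cd5, the marker of the sort, lies on chromosome 19 of GRCm38 from 10717116 to 10739002 and was at 0.446 and 0.757 FPKM in the libraries labelled B-1a and at 0.895 and 0.737 FPKM in those labelled B-1b. Its log2 fold change was 0.19 (standard error 0.30, adjusted p = 0.855 from limma without the filter, which Cd5 does not pass). As Cd5 does not separate the groups, they are named by their labels.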

To determine key differences in gene expression of B-1a and B-1b cells, bulk RNAseq of FAC sort purified PerC B-1a and B-1b cells (PerC gating in **Supplement Figure 1A**) was performed. A total of 13,215 genes were expressed with the majority of them being common to both B-1a and B-1b and 1325 genes (10% of total genes) being differentially expressed (FDR < 0.05, and log_2_(FC) < or > 1) (**Supplementary Table 1**). 

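In the deposited values, 7428 gene names had at least 1 FPKM in both libraries of a group. Of these, 6923 (93.2%) passed this level in both groups, 209 only in the libraries labelled B-1a and 296 only in those labelled B-1b. With transcript rows kept apart, 11394 rows passed it. At an FDR below 0.05 and an absolute log2 fold change above 1, limma called 19 genes, 14 higher and 5 lower in the libraries labelled B-1b, and all 19 were already called at the FDR alone. The setting that moved this most was the use of all 6 columns as deposited, chosen after seeing the data, with 1259 genes at the FDR and 405 past both thresholds. With any 1 of the 4 libraries left out, limma called 0 genes, with between 535 and 1171 genes at an unadjusted p under 0.05.
Supplementary Table 1 lists 1325 rows for 1248 symbols. All of its rows have an FDR below 0.05, and 657 have an absolute log2FC above 1. Of its symbols, 1201 were tested here and 520 (43.3%) changed in the direction that the table gives (the row of smallest FDR was taken for the 72 symbols with several rows, where 36 of 70 tested had the same direction). Of the 19 genes called here, 6 are in the table, each with the same direction (odds ratio 2.45, two-sided Fisher's exact test, p = 0.105). Over 648 genes with 1 row in each source and no departing replicate 3, Pearson's r across genes between the table's log2FC and the fold change of B-1b over B-1a was -0.03 (Spearman's correlation -0.23). It was -0.33 and -0.25 for B-1b replicate 1 over B-1a replicates 1 and 2, and 0.20 and 0.29 for B-1b replicate 2 over the same libraries. For B-1b replicate 2 over B-1b replicate 1 it was 0.66 (Spearman's correlation 0.73), and 87.7% of the genes had the same sign. Genes are not independent replicates, and these 7 relations (the last is B-1a replicate 2 over B-1a replicate 1, -0.16) were described without a test.

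**Figure D2:**
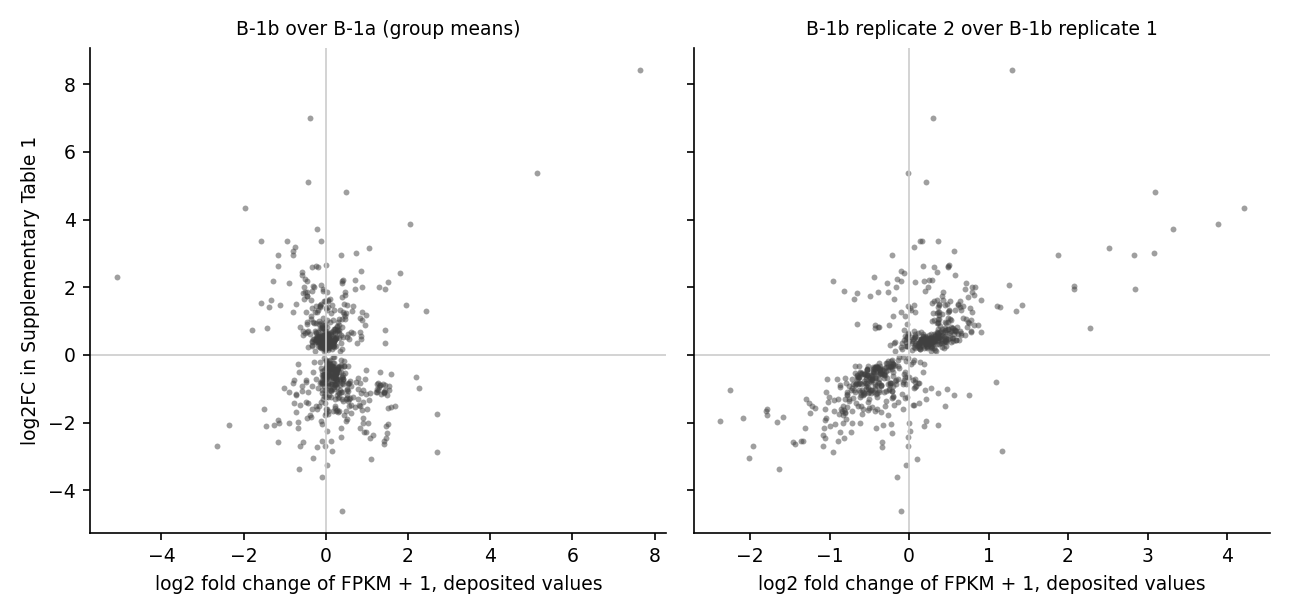
The log2FC of Supplementary Table 1 (vertical) against the log2 fold change of FPKM + 1 in the deposited values (horizontal) for 648 genes, each point a gene. On the left the fold change is that of the group means, B-1b over B-1a (r of -0.03), and on the right that of B-1b replicate 2 over B-1b replicate 1 (r of 0.66).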

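The smallest p-values among the genes higher in the libraries labelled B-1b belonged to Ighm, Cnn3, Ighv1-9, Gm15710 and S1pr1. Ighm, the constant region of the IgM heavy chain on chromosome 12 of GRCm38 (113418558 to 113422730), was at 35.6 ± 4.37 FPKM (SD, n = 2) in B-1a and 2683 ± 139 FPKM (SD, n = 2) in B-1b, a log2 fold change of 6.20 (standard error 0.17, adjusted p = 0.0106 from limma). It is among the genes whose B-1a replicate 3 departed from the mean. The summed FPKM of the Ighv genes showed no such rise, at 6147 and 5926 in the libraries labelled B-1a and 6890 and 5907 in those labelled B-1b. The paper also characterizes B-1 cells, before their division into subtypes, as IgM-high. The table holds 1 row for Ighm, and its rise is not shown to be one of IgM heavy chain transcripts as a whole. Cnn3, which encodes a calponin and lies on chromosome 3 from 121426497 to 121458207, was at 5.17 ± 0.515 and 214 ± 0.877 FPKM (SD, n = 2 each), a log2 fold change of 5.13 (standard error 0.15, adjusted p = 0.0106 from limma). S1pr1, a receptor for sphingosine-1-phosphate, was at 27.0 ± 3.74 and 282 ± 2.21 FPKM (SD, n = 2 each), with a log2 fold change of 3.34. Gm15710 is a processed pseudogene, whose reads the authors' quantification could have split with its parent gene. Tubgcp3, also shown in Fig. 2A, was at 1.38 ± 0.00168 and 9.67 ± 0.672 FPKM (SD, n = 2 each), a log2 fold change of 2.16 with an adjusted p of 0.140 from limma, and its B-1a replicate 3 departed as well. On the log2(FPKM + 1) scale, Gm47299 (log2 fold change 7.65) and Tuba1a (6.48) had the largest fold changes upward among the genes past both thresholds. The place of Tuba1a rests on the added 1. Its group means were 1.45 and 215 FPKM in B-1a and B-1b, and those of Gm15710 were 0.221 and 77.9 FPKM. Gm47299 is annotated as a microRNA gene, from 69361179 to 69361258 of chromosome 12, and its libraries labelled B-1b were at 131 and 324 FPKM.
The 5 genes past both thresholds with lower values in B-1b were AI506816 (log2 fold change -5.01), Nudc-ps1 (-3.76), Gm10036 (-3.31), Map2k1 (-2.18) and CAAA01147332.1. Nudc-ps1 and Gm10036 are processed pseudogenes, and CAAA01147332.1, at 22.7 and 21.3 FPKM in B-1a, is listed at 0 in both libraries labelled B-1b, so no fold is given. Map2k1 was at 62.7 ± 0.947 FPKM in B-1a and 13.1 ± 1.07 FPKM in B-1b (SD, n = 2 each), where its B-1b replicate 3 is the mean of replicates 1 and 2, so that the first library takes in part of replicate 2. With B-1b replicate 1 alone, at 11.8 FPKM, its adjusted p from limma went from 0.0493 to 0.0547. In that setting, chosen after seeing the data, 4 of the 19 genes were not called (Map2k1, Nudc-ps1, Tuba1a and Herpud2). Of the 19 genes, 5 have a departing replicate 3 (Ighm, Ighv1-9, Ighv1-22, Ighv1-54 and Map2k1).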

The volcano plot highlights some of the differentially expressed genes with B1a (blue) and B1b cells (orange) (**Figure 2A** **)**. 

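Sqstm1, on chromosome 11 of GRCm38 from 50199366 to 50210827, was at 6.06 and 1.79 FPKM in the libraries labelled B-1a and at 79.6 and 98.1 FPKM in those labelled B-1b, a log2 fold change of 4.33 (standard error 0.50, adjusted p = 0.164 from limma). Its B-1b replicates 1 and 3 were 86.7 and 72.4 FPKM, and 79.6 is their mean. Replicate 3 is here the mean of replicate 1 and of replicate 2 less a whole number, so 79.6 takes in part of replicate 2. With B-1b replicate 1 alone, a setting chosen after seeing the data, the log2 fold change of Sqstm1 was 4.39 (adjusted p = 0.151 from limma). Ccr6, on chromosome 17 from 8236043 to 8257141, was at 1.43 ± 0.0917 FPKM in B-1a and 8.44 ± 0.284 FPKM in B-1b (SD, n = 2 each), a log2 fold change of 1.96 (standard error 0.24, adjusted p = 0.175 from limma). Both of its replicates numbered 3 kept their relation to the other columns. Ccr7, on chromosome 11 from 99144196 to 99155077, was at 30.9 ± 6.59 and 205 ± 6.14 FPKM (SD, n = 2 each), a log2 fold change of 2.71 (standard error 0.20, adjusted p = 0.0573 from limma), and both of its replicates numbered 3 departed. Its B-1b replicate 3 lies 10 FPKM above replicate 1, and the averaged library takes in part of this. With B-1b replicate 1 alone, the log2 fold change of Ccr7 was 2.69 (adjusted p = 0.0577 from limma). All 3 differences were larger than the spread between replicates, and none passed an FDR of 0.05 over the 7557 genes. With all 6 columns as deposited, their adjusted p-values from limma were 0.00433, 3.74e-04 and 5.17e-04. Over the 12 genes named in the text or in Fig. 2A, 11 were higher in both libraries labelled B-1b, 11 had an FDR below 0.05 adjusted over the list alone and 5 over all genes tested. The paper chose these genes on the same samples, so neither the number of higher genes nor either number of genes past the FDR is independent evidence, and 9 of the 12 have a departing replicate 3.
Of 98 Ighv genes tested, 32 were higher and 66 lower in the libraries labelled B-1b, and limma called 3, all of them higher. These were Ighv1-9 (log2 fold change 4.37, adjusted p = 0.0106), Ighv1-22 (2.22, adjusted p = 0.0443) and Ighv1-54 (2.18, adjusted p = 0.0455). Ighv1-64 (1.94, adjusted p = 0.0803 from limma) and Ighv1-71 (1.72, adjusted p = 0.124 from limma) were higher without passing the threshold. All 5 have a departing replicate 3. Ighv1-26, whose columns did not depart, was lower, at 213 ± 41.1 FPKM in B-1a and 147 ± 17.2 FPKM in B-1b (SD, n = 2 each), a log2 fold change of -0.53 with an adjusted p of 0.555 from limma. The smallest p-values among the lower genes were those of Ighv3-1 (log2 fold change -1.70), Ighv14-3 (-1.29) and Ighv9-1 (-1.38), with adjusted p-values from limma between 0.107 and 0.175. The Ighv genes as a set had a median log2 fold change of -0.44 (limma's camera with a preset correlation of 0.01, p = 1.26e-06), a call that held neither under fry (p = 0.309) nor with the correlation estimated from the data (p = 0.202). Without B-1b replicate 2 the median was -0.27. Reads of near-identical V segments could have been split between them.
Summed by family, VH1 made up 44.5% ± 3.14 of the Ighv FPKM in B-1a and 43.9% ± 2.11 in B-1b (SD, n = 2 each), a difference within the spread. VH11 rose from 0.80% ± 0.0924 to 2.02% ± 0.10 and VH12 from 1.95% ± 0.266 to 12.4% ± 4.36, while VH14 fell from 5.13% ± 0.527 to 3.30% ± 0.105. Among the other families, the largest falls in percentage points were those of VH9, from 9.00% ± 0.593 to 4.56% ± 0.303, of VH2, from 5.47% ± 0.601 to 2.68% ± 0.302, and of VH5, from 7.88% ± 0.397 to 5.47% ± 0.0759 (SD, n = 2 each). Of the same families, VH6 rose most, from 6.96% ± 2.29 to 8.34% ± 0.682, a difference within the spread. VH10 followed, from 4.45% ± 0.76 to 5.81% ± 0.962 (SD, n = 2 each). An exact permutation test of 2 libraries against 2 cannot go below a two-sided p of 0.333.

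**Figure D3:**
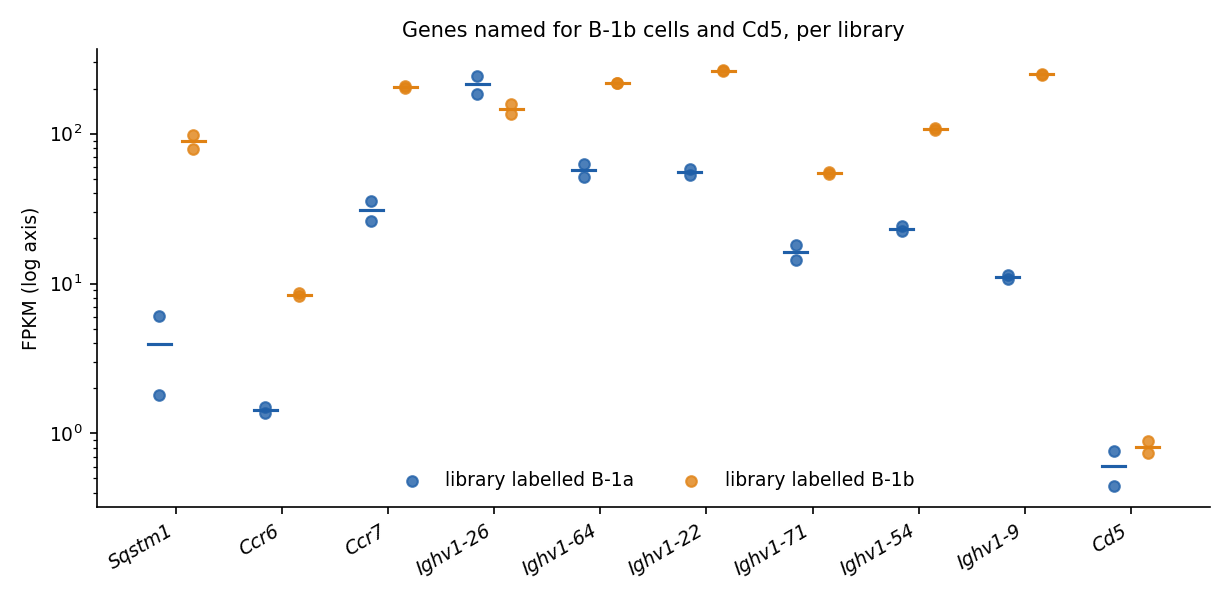
FPKM per library (vertical, log axis) of Sqstm1, Ccr6, Ccr7, 6 Ighv genes and Cd5, with points for libraries and short lines for the mean of 2 libraries per group. Sqstm1, Ccr6, Ccr7 and 5 of the Ighv genes lie higher in the libraries labelled B-1b, Ighv1-26 lies lower, and the groups overlap for Cd5.

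B-1b cells are described in the paper as carrying an expression signature apart from that of B-1a cells.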

B-1b cells express unique gene expression signatures compared to B-1a cells with increased expression of *Sqstm1* or *p62*, chemokine receptor-6 (*CCR6*), *CCR7* and immunoglobulin heavy chain (*Ighv*) genes. Notably, canonical pathway analysis showed that, B-1b cells express genes that are involved in CCR6 signaling pathway (**Figure 2B**). 

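The list that Ingenuity uses for the CCR6 pathway was not used here. A list of 35 components that couple CCR6 to its effectors, written before the data were examined, had 32 genes among those tested. Of these, 16 were higher and 16 lower in the libraries labelled B-1b, with a median log2 fold change of -0.02 (camera, adjusted p = 0.559 over 7 lists). Its median log2 fold change stayed between -0.09 and 0.09 with each library left out in turn.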

Our recent study demonstrated that CCR6 is highly expressed on splenic total B-1 cells compared to total B-1 cells from PerC (28). Since B-1b cells express high levels of CCR6, this CCR6 may regulate the recruitment of B-1b cells to the spleen.

**Figure 2:**
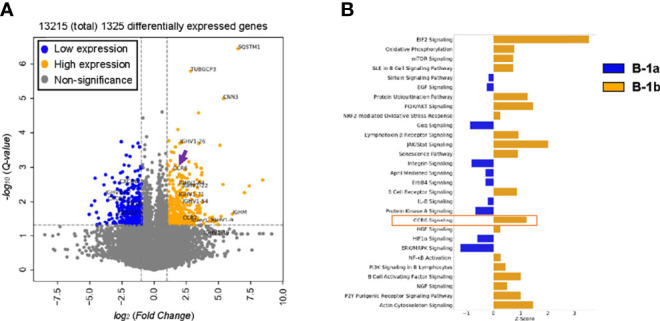
CCR6 expression as well as CCR6 signaling are likely enriched in B-1b cells compared to B-1a cells. **(A)** Volcano plot of differentially expressed genes (FDR < 0.05 and log_2_(FoldChange) > or < 1) enriched in B1a (blue) and B-1b (orange) obtained from bulk RNA sequencing with n = 3 for each group. Arrow indicates CCR6 gene. **(B)** Canonical pathway analysis of differentially expressed genes enriched in B-1a (blue, z- activation score < 0) and B1b (orange, z-activation score > 0) obtained from bulk RNA sequencing.

To determine if the CCR6 protein has greater expression in B-1b compared to B-1a cells, we analyzed surface expression of CCR6. Flow cytometry data demonstrated significantly higher percentages of B-1b cells were CCR6^+^ compared to B-1a cells in PerC and spleen (**Figure 3A**). Moreover, the geometric mean of CCR6 expression on B-1b cells was significantly higher compared to B-1a cells in the PerC and spleen (**Figure 3B**). Next, to understand whether CCR6 regulates B-1b cell migration to spleen, we performed adoptive transfer experiments. Two hundred fifty thousand B-1a or B-1b cells were FACS sorted from *CCR6^+/+^* and *CCR6^-/-^* mice and adoptively transferred into B and T cell deficient *Rag1^-/-^* mice *via* tail vein injection. After 48 hrs, CD19^+^IgM^+^ cells from PerC, blood, and spleen were quantified (**Figure 3C**). Presence of the adoptively transferred B cells was observed in the PerC, blood, and spleen of *Rag1^-/-^* mice (**Supplement Figure 2**). There was no difference in CD19^+^IgM^+^ cell numbers in the PerC or blood of mice adoptively transferred with B-1a or B-1b cells from *CCR6^+/+^* and *CCR6^-/-^* mice. However, CCR6 deficiency significantly reduced B cell numbers in the spleen compared to mice that received B-1b cells from *CCR6^+/+^* mice. This effect of CCR6 deficiency was not observed in B-1a cells (**Figure 3D**), providing evidence, that CCR6 regulates B-1b but not B-1a cell recruitment to the spleen. Notably, while the numbers B-1b cells in the spleens after transfer from *CCR6^-/-^* mice was statistically reduced (p=0.037) compared to transfer with *CCR6^+/+^*, there was still evidence for trafficking to the spleen in the absence of CCR6, suggesting that other chemokine receptor may also play a role in B-1b cell splenic trafficking.

**Figure 3:**
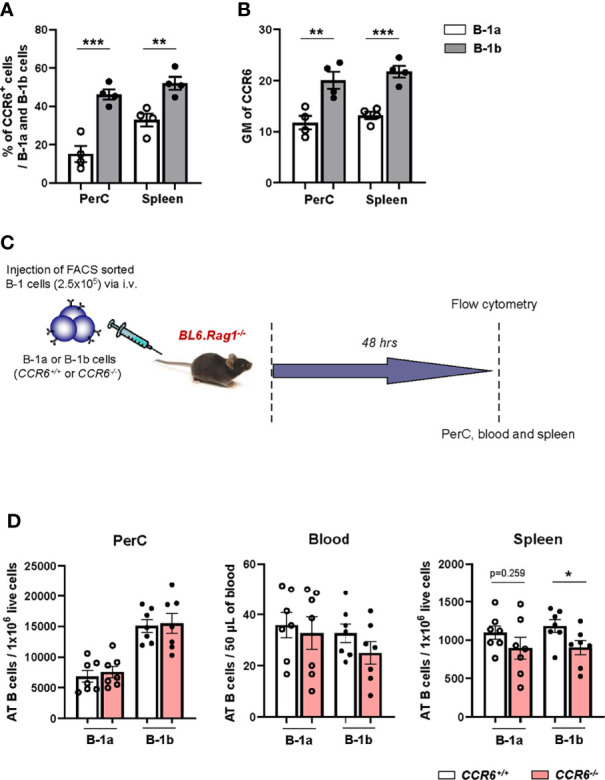
B-1b cells express high amounts of surface expression of CCR6 and this CCR6 is important for B-1b cell migration to spleen. **(A)** Frequency of CCR6^+^ B-1a and B-1b cells in PerC and spleen (n=4 mice). **(B)** quantification of geometric mean (GM) of CCR6 expression on B-1a and B-1b cells in PerC and spleen (n=4 mice). Data is from single experiment. **(C)** Schematic representation of the experiment. FACS sorted B-1a or B-1b cells from *CCR6^+/+^* and *CCR6^-/-^* mice were adoptively transferred (250,000 cells/mouse) into *Rag1^-/-^* mice *via* tail vain injection. **(D)** Adoptively transferred (AT) B cells from live single cells were quantified in peritoneal cavity (PerC), blood and spleen by flow cytometry. Data is from two independent experiments (n=7 mice/group). Results are represented in mean + SEM, unpaired Mann-Whitney test was performed. *p < 0.05, **p < 0.01, ***p < 0.001.

### The Spleen Harbors Higher Numbers of B-1b Cells in Aged Mice With Advanced Atherosclerosis Compared to Young Mice

Next, to understand how age might effect B-1a and B-1b cell distribution in PerC, and spleen, flow cytometric analysis was performed in 10- and 100-week-old, chow diet fed *ApoE^-/-^* mice. 100-week-old, chow diet fed *ApoE^-/-^* mice develop advanced atherosclerosis (**Supplemental Figure 3A**) (29, 30). Flow cytometric data clearly showed that percentages and numbers of B-1a cells were increased and percentages and numbers of B-1b cells were significantly reduced in PerC of 100-week-old mice compared to 10-week-old mice (**Figures 4A, C**). In the spleen, there was significant reduction of B-1a percentages in 100-week-old mice compared to 10-week-old mice (**Figure 4B**). However, there was no difference in B-1a cell numbers between 10- and 100-week-old mice. Intriguingly, B-1b cell percentages and numbers were significantly increased in the spleen of 100-week-old mice compared to 10-week-old mice (**Figures 4B, D**). This data suggests that B-1b cells may be more likely to leave the PerC and migrate to the spleen with aging. We cannot rule out that this age-related change in B-1b cells in the spleen is due to prolonged hyperlipidemia, however we do not see differences in B-1a and B-1b cells percentages in either the PerC or the spleen with hyperlipidemia at homeostasis (**Supplemental Figure 4**).

**Figure 4:**
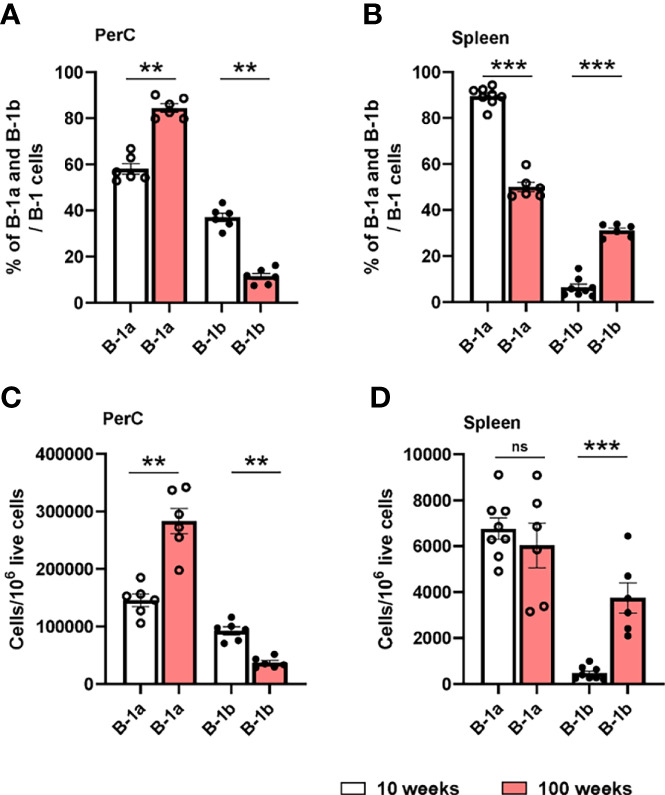
B-1a and B-1b cell distribution in PerC and spleen tissue compartments of both 10- and 100-week-old *ApoE^-/-^* mice. B-1a (CD19^hi^, B220^low^, CD5^+^, IgM^+^) and B-1b (CD19^hi^, B220^low^, CD5^-^, IgM^+^) cell frequencies and numbers were quantified by using flowcytometric analysis in PerC **(A, C)** and spleen **(B, D)** tissue compartments of both 10-week (n=6-8 mice) and 100-week-old (n=6 mice) *ApoE^-/-^* mice. Data from two independent experiments. Results are represented in mean + SEM, unpaired Mann-Whitney test was performed. **p < 0.01, ***p < 0.001.

### B-1b Cells Have Distinct IgHV Repertoires for IgM in Aged Mice With Advanced Atherosclerosis in Both the PerC and Spleen

Compared to B-1a cells, B-1b cells produce more OSE specific IgM *in vivo* (21). PerC B-1b cells express distinct IgH V repertoire compared to B-1a cells of young C57BL6 mice (31). However, how IgH V repertoire diversity changes between B-1 subsets in PerC and spleen in aged hyperlipemic mice with advanced atherosclerosis is unknown. To determine whether B-1b cells display heterogeneity at the level of the B cell receptor in aged atherosclerotic mice, we sequenced the IgM heavy chain variable region (IgMV_H_) of sorted single B-1a and B-1b cells from the PerC and spleen of 100-week-old, chow-fed *ApoE^-/-^* mice (**Supplement Figure 3**). First, we compared PerC B-1b IgM repertoire data with our recently published PerC B-1a data (32) from the same mice. Results provide the first evidence of B-1a and B-1b heterogeneity in the IgM repertoire in PerC in aged atherosclerotic mice. PerC B-1b cells displayed significantly more N-additions, with 27% of sequences containing ≥1 N-addition at both junctions and low frequency of sequences (35%) containing 0 N-addition at both junctions compared to 1.5% and 92% of sequences respectively in PerC B-1a cells (P<0.0001 by 2x4 χ^2^ analysis) (**Figure 5A**). Intriguingly, splenic B-1b cells contained even more N-additions than PerC B-1b, with 44% of sequences containing ≥1 N-addition at both junctions (P<0.001 by 2x4 χ^2^ analysis compared to PerC B-1b (27%); **Figure 5A**). Splenic B-1a cells also displayed frequent N-additions, with 44% of sequences containing ≥1 N-addition at both junctions, yet a large fraction (39%) of splenic B-1a sequences also contained 0 N-additions at both junctions (P<0.0001 by 2x4 χ^2^ analysis compared to Spleen B-1b (12%); **Figure 5A**). Furthermore, quantifying the number of N-additions in PerC B-1a sequences indicated an average sum of 0.26 N-additions at the V-D and D-J junctions in PerC B-1a cells (32) (**Figure 5B**), in accordance with the finding that many PerC B-1a sequences lacked N-additions completely. In contrast, PerC B-1b, splenic B-1b, and splenic B-1a sequences contained significantly more N-additions compared to PerC B-1a cells, with splenic B-1b cells containing the highest number of N-additions at both the V-D junction, D-J junction, and sum of both junctions (**Figure 5B**). These findings indicate a shift away from germline, with junctional heterogeneity increasing from PerC B-1a < PerC B-1b < splenic B-1a < splenic B-1b.

**Figure 5:**
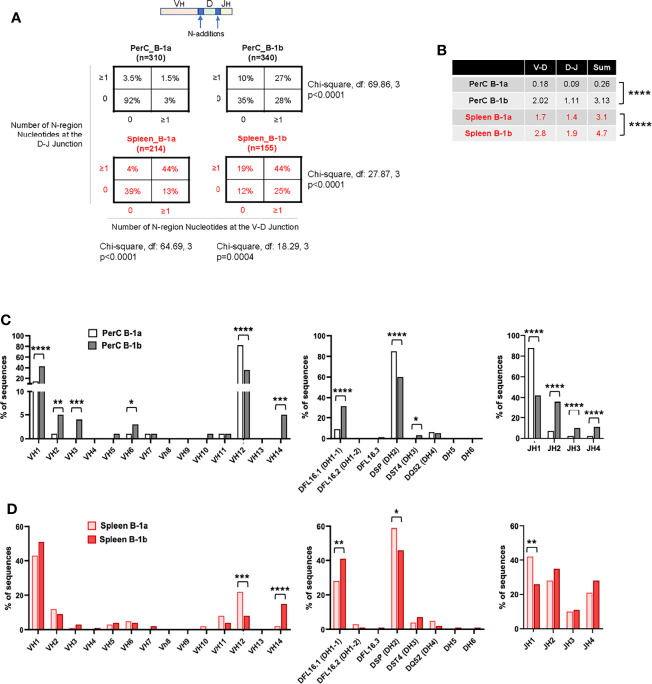
B-1b cells have distinct IgHV repertoires for IgM in aged atherosclerotic *ApoE^-/-^* mice. **(A)** Percentage of total sequences with 0 N-additions at both V-D and D-J junctions (lower left), 1 or more N-additions at both junctions (upper right), or one or more N-addition at either the V-D or D-J junction (upper left or lower right) in the variable region of the immunoglobulin heavy chain of sorted B-1a and B-1b cells from PerC and spleen. **(B)** Average number of N-additions at either the V-D junction, the D-J junction, or the average sum of N-additions at both junctions in sorted PerC and spleen B-1a and B-1b cells. ****P<0.0001 by Mann-Whitney t-test. **(C, D)** Frequency of total sequences utilizing the given V_H_, D, and J_H_ gene segments in the variable region of the immunoglobulin heavy chain from single cell-sorted B-1a and B-1b cells in **(C)** PerC and **(D)** spleen of 100-week-old chow-fed *ApoE^-/-^* mice. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001.

Analysis of VDJ gene segment usage also indicated repertoire differences between B-1a and B-1b in both PerC and spleen. In contrast to PerC B-1a cells, in which >80% of sequences utilized V_H_12, D_H_2, and J_H_1 family gene segments (32), PerC B-1b sequences utilized V_H_1, V_H_2, V_H_3, V_H_6, V_H_14, D_H_1-1, D_H_3, J_H_2, J_H_3 and J_H_4. (**Figure 5C**). Intriguingly, not many differences were observed between Splenic B-1a and B-1b cells. Comparison of splenic B-1a VDJ gene usage to splenic B-1b dataset revealed that splenic B-1a cells also predominantly utilized V_H_1 family genes, but had increased usage of V_H_12, D_H_2, and J_H_1 family genes, while splenic B-1b cells displayed increased usage of V_H_14 and D_H_1-1 family genes (**Figure 5D**). Representation of these data comparing B-1 subtypes in PerC vs spleen (**Figures 6A, B**) highlights niche-specific differences. In contrast to PerC B-1a VDJ usage (V_H_12, D_H_2, and J_H_1), most of the splenic B-1a sequences used V_H_1 family genes (40%). In addition, splenic B-1a cells expressed greater usage of other VDJ family genes: V_H_2, V_H_5, V_H_6, V_H_10, V_H_11, V_H_14, D_H_1-1, D_H_1-2, D_H_3, J_H_2, J_H_3 and J_H_4 (**Figure 6A**). A majority of splenic B-1b cells expressed V_H_1 family genes, and also had significantly greater usage of V_H_4, V_H_5, V_H_11 and V_H_14 genes compared to PerC B-1b sequences. PerC B-1b sequences preferentially utilized D_H_2 genes, while splenic B-1b cells had fairly equivalent usage of D_H_1-1 and D_H_2 genes. Analysis of J segment usage revealed increased expression of J_H_1 segments by PerC B-1b cells and increased usage of J_H_4 segments by splenic B-1b cells (**Figure 6B**). Importantly, analysis of CDR-H3 amino acid sequences revealed a high frequency of replicate sequences present in more than one B-1a or B-1b cell in these compartments. In contrast to PerC B-1a cells, in which 92% of sequences were replicates (32), 65% of PerC B-1b, 56% of splenic B-1a, and 39% of splenic B-1b cells expressed replicate sequences, again demonstrating that heterogeneity increases in the order: PerC B-1a < PerC B-1b < splenic B-1a < splenic B-1b. All replicate CDR-H3 sequences are given in **Supplementary Table 2**.

**Figure 6:**
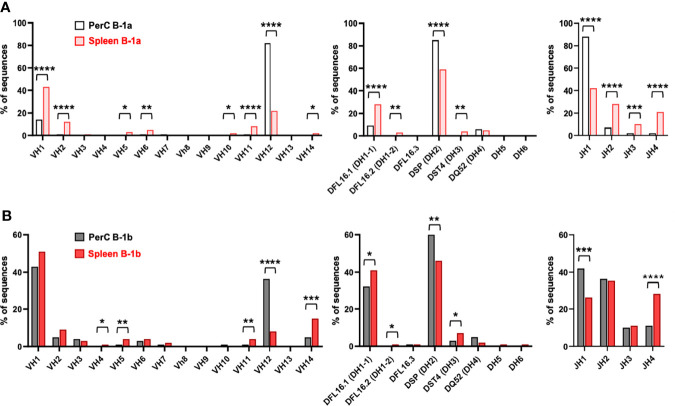
B-1a and B-1b cell IgM CDR-H3 sequencing in the 100-week-old mice. Frequency of total sequences utilizing the given V_H_, D, and J_H_ gene segments in the variable region of the immunoglobulin heavy chain from single cell-sorted **(A)** B-1a cells and **(B)** B-1b cells in both PerC and spleen of 100-week-old chow-fed *ApoE^-/-^* mice. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001.

## Discussion

A large body of evidence supports the role of OxLDL as a mediator of the inflammatory responses that propagate atherosclerotic lesion formation (33–36). OSEs are dominant targets of B-1 cell derived innate IgM antibodies in both humans and mice (16, 37, 38), and recent elegant work using E06-scFv transgenic mice targeting OxPL clearly demonstrates the potent anti-inflammatory effect of blocking the actions of OxPL in limiting atherosclerosis (5). Though B-1a and B-1b subsets are both atheroprotective through the production of IgM to OSE (21, 39), they are developmentally and functionally distinct (10, 11, 22–24). Our previous studies demonstrated preferential accumulation of B-1b cells in atherosclerotic aorta during aging. Aorta tertiary lymphoid organs adjacent to atherosclerotic plaques in aged *ApoE^-/-^* mice harbor significantly higher numbers of B-1b (> 80% of B-1 cells) compared to B-1a cells (30). These B-1b cells produce atheroprotective IgM and anti-inflammatory cytokines IL-10 and TGFβ, providing a potential local mechanism of regulating artery inflammation (30).

B-1a cells produce greater amounts of total IgM and IgM to OSE compared to B-1b cells when stimulated with LPS *in vitro* (21). This may be due to differentiation of B-1a cells into CD138^+^ plasmablasts or plasma cells after TLR stimulation (40) (unpublished data) or due to triggering of TLR, resulting in IgM-BCR reorganization and differentiation into IgM secreting plasmablasts (41). Yet B-1b cells produce greater amounts of total IgM and IgM to OSEs than B-1a cells *in-vivo* (21), providing evidence that the biology of B-1b cells is different than B-1a cells. In the present study, we sought to determine if this *in vivo*-specific effect may be due to unique properties of B-1b versus B-1a cells. Indeed, we demonstrated recruitment of higher numbers of B-1b compared to B-1a cells to the spleen 5 weeks after adoptive transfer of equal numbers of cells. Moreover, IgM secreting cell numbers were higher in the spleen. This may be due to differentiation of adoptively transferred B-1a or B-1b cells into IgM secreting plasmablasts or plasma cells in the spleen. In addition, cell culture data showed that spleen-derived B-1b cells secrete more total IgM compared to B-1a cells *ex vivo*, providing evidence that B-1b cells have greater IgM production on a per cell basis compared to B-1a cells in the splenic niche. As the spleen is one of the major IgM antibody producing sites, higher levels of plasma total IgM and IgM to MDA-LDL in *ApoE.Rag1^-/-^* mice after 4 weeks of adoptive transfer of B-1b cells compared to mice that received equal numbers of B-1a cells (21) may reflect a combination of both increased trafficking and increased production once in the spleen.

Chemokine/chemokine receptors interactions is a major mechanism regulating trafficking of immune cells throughout the body and CCR6 has been shown to regulate B-1 cell mediated atheroprotection in mice (28). In this present study, we found that B-1b cells express significantly more CCR6 than B-1a cells and that CCR6 regulates B-1b cell recruitment to the spleen. In addition, RNA-seq data shows upregulation of CCR7 in B-1b cells, suggesting that other chemokine receptor may regulate B-1b cell migration to the spleen. However, further studies are needed to carefully identify other needed receptors and confirm their function in regulating splenic trafficking of B-1b cells. 

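The table holds 10 chemokine receptor genes, 8 of which were tested, and 6 of these had higher values in the libraries labelled B-1b. Limma gave 0 of them an FDR below 0.05, while Ccr1, Ccr6 and Ccr7 had an unadjusted p under 0.05. Besides Ccr6 and Ccr7, Ccr1 showed the largest difference, with 4.56 and 12.8 FPKM in B-1a and 29.9 and 28.5 FPKM in B-1b (log2 fold change 1.78, standard error 0.48, adjusted p = 0.395 from limma). Macrophage transcripts were abundant in every library, with Lyz2 at 3238 FPKM in the lowest, so which cells hold the Ccr1 transcripts is not settled. Cxcr4 was at 28.7 ± 14.9 and 38.7 ± 24.8 FPKM (SD, n = 2 each), a difference smaller than the spread between replicates. Cxcr5 was at 338 ± 37.8 and 318 ± 23.3 FPKM, likewise within the spread.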

Interestingly, we previously, demonstrated that CX-Chemokine Receptor-4 (CXCR4) expression on B-1a but not B-1b cells was responsible for migration and IgM secretion to the bone marrow (32), suggesting that different chemokine receptors may be involved in regulation of recruitment or migration of specific B-1 subsets to distinct tissue compartments.

In addition to chemokine receptors, we observed other highly expressed genes in B-1b cells. 

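Among the 7557 genes tested, Sqstm1 had the 9th largest log2 fold change toward the libraries labelled B-1b and the 41st smallest p-value. Leaving out each library in turn moved its log2 fold change between 3.66 and 5.00. In Supplementary Table 1 the symbol has 2 rows, for which the paper's log2FC is 6.51 and -2.51, while the deposited table has 1 row for it.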

Interestingly, *Sqstm1* or *p62*, a scaffold and ubiquitin-binding protein, was found to be the most highly enriched gene. Recently, using loss and gain of function studies of *p62*, we have demonstrated that *p62* in B-1b cells positively regulates B-1b cell proliferation, IgM production and atheroprotection (42). Canonical pathway analysis showed that in addition to CCR6 signaling pathway, B cell activation factor (BAFF) signaling, B cell receptor (BCR) mediated signaling and eukaryotic initiation factor 2 (EIF2) signaling pathways were upregulated in B-1b cells. 

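Lists of the main components of these pathways, written before the data were examined, stood in for those of Ingenuity. Of 24 BAFF signaling genes tested, 13 were higher in the libraries labelled B-1b, with a median log2 fold change of 0.05, a mean of -0.11 and a camera test that pointed down (adjusted p = 0.559). Of 47 BCR signaling genes, 25 were higher, with a median of 0.06, a mean of -0.10 and the same adjusted p. Both medians changed sign when single libraries were left out, from -0.10 to 0.15 for BAFF and from -0.07 to 0.15 for BCR. For EIF2 signaling, 32 of 48 eIF subunit genes were higher (median 0.09, adjusted p = 0.834), a split that came to 27 of 48 when libraries were scaled to equal upper quartiles. It was also 27 of 48 without B-1a replicate 1 (median 0.0124) and 24 of 48 without B-1b replicate 2, where the median turned to -0.00329. The remaining leave-outs gave 32 of 48 without B-1a replicate 2 (median 0.135) and 30 of 48 without B-1b replicate 1 (median 0.126). Cytosolic ribosomal protein genes, which this pathway also counts, were lower in 74 of 84 cases, with a median log2 fold change of -0.45 (camera, adjusted p = 2.03e-14), which was -0.20 without B-1b replicate 1 and -0.76 without B-1b replicate 2. The mitochondrially encoded genes of oxidative phosphorylation were higher in 12 of 13 cases, with a median of 1.32 (camera, adjusted p = 3.00e-09), and the nuclear ones were lower in 41 of 74 (median -0.02, adjusted p = 0.251). Neither of the calls held under fry (adjusted p = 0.862 and 0.204) or with an estimated correlation (adjusted p = 0.827 for both). Tnfrsf13c, the gene of the BAFF receptor, was at 29.1 ± 0.624 FPKM in B-1a and 23.7 ± 0.624 FPKM in B-1b (SD, n = 2 each), a log2 fold change of -0.29 with an adjusted p of 0.616 from limma, and its B-1a replicate 3 departed from the mean. Of the 89 genes on the BAFF, BCR and CCR6 lists that the table holds, 12 have a departing replicate 3. With such genes left out, a setting chosen after seeing the data, camera pointed up for BAFF, with 12 of 17 genes higher, a median of 0.20 and a mean of 0.05 (adjusted p = 0.467), and for BCR, with 23 of 41 genes higher, a median of 0.11 and a mean of -0.02 (adjusted p = 0.994).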

Previous studies demonstrated that BAFF-BAFF receptor signaling is important for B cell maturation and development in periphery (43). In our recent study we showed that, B-1b cells express high levels of BAFF receptor on cell surface compared to B-1a cells and also, stimulation with BAFF increased proliferation in B-1b cells but not in B-1a cells (42), suggesting that B-1b cells are highly proliferative in response to BAFF.

Mielke N, et al. demonstrated that EIF2 signaling is important for B cell development, BCR mediated proliferation and Ig secretion (44). Moreover, it is well described that BCR signaling is essential for conventional B cell survival and development, and antibody production in both physiological and pathological conditions (45). In our canonical pathway analysis, we observed upregulation of both EIF2 signaling and BCR signaling pathways in B-1b cells. This data suggests that upregulation of EIF2 and BCR signaling pathways in B-1b cells may be important for B-1b cell survival, proliferation, and IgM secretion. Further studies are needed to understand these pathways mechanism. Intriguingly, while the above-mentioned signaling pathways were reported to be important in conventional B cell development (44, 45), our RNA seq data showed upregulation of these pathways in B-1b cells, suggesting that B-1b cells have features of both innate B-1 and adaptive B-2 cells.

In addition to enhanced trafficking to the spleen and increased total IgM production, B-1b cells show more diversity than B-1a cells in the context of the IgM repertoire. The % of 0 N-additions at both V-D and D-J junctions is significantly lower in B-1b cells compared to B-1a cells in both PerC and spleen. Differences were also observed in VDJ gene usage between B-1a and B-1b in PerC and spleen. Although, it is interesting to note that the expected high percentage of 0 N-additions, VH12 usage and common CDR H3 that characterize natural antibody-producing B-1a cells is significantly more prominent in B-1a cells in PerC compared to the spleen. Whether this is due to differential origin or developmental niche of these B-1a cells, or the effect of niche-specific selection is unknown. That adoptive transfer into the PerC of PerC-derived B-1a cells results in trafficking of these cells to the spleen at least in part supports the potential for niche-specific selection or antigen-specific sculpting of their repertoire in the spleen.

Notably, both B-1a and B-1b cells in the spleen undergo high intrinsic selection pressures. PerC B-1 cells display high usage of V_H_11 after LPS stimulation (46) and both VH11 and VH12 have anti-phosphatidylcholine specificity (31, 47). These anti-phosphatidylcholine IgM have the capacity to clear microbial infection in mice (48). Previous data in young female C57BL6 mice have demonstrated that PerC B-1a cells highly use VH11 (60%) and low frequency use of VH12 (10%) (31). However, in this current study PerC B-1a specifically used VH12 (80%). These data are consistent with previously published data showing selective increase in VH12 but not VH11 usage in PerC B-1 cells during aging (49). Moreover, consistent with previous reports in young C57BL/6 mice (31), PerC B-1b and splenic B-1a cells highly use VH1, which is involved in the development of anti- phosphocholine specific antibodies (50–52) and is highly used by both PerC and splenic conventional B cells (47). These data suggest that B-1a cells, particularly those utilizing VH12 and VH1 in PerC and spleen respectively, were selected by both aging and in response to atherosclerosis progression in *ApoE^-/-^* mice. Interestingly, PerC B-1b equally utilize VH1 (40%) and VH12 (40%), while splenic B-1b cells highly utilize VH1 (50%) and VH14 (15%), demonstrating that unlike B-1a cells, B-1b cells in both compartments predominantly utilize VH1. These data suggest that B-1b cells either primarily utilize VH1 or it is a selective phenomenon occurring during aging and disease progression.

Our recently published data showed that PerC B-1a cells have 92% of 0 N-additions and 70% of CDR-H3 sequences accounted for by a single amino acid sequence (AGDYDGYWYFDV) (32), which is the 2^nd^ most frequent amino acid sequence in splenic B-1a cells (9.3%). Moreover, that splenic B-1a cells are fairly evenly split between sequences containing >1 N-addition at both junctions (44%), and sequences containing 0 N-additions at both junctions (39%), fits with what has been previously shown by the Herzenberg group, that the splenic B-1a population consists of both a resident B-1a population, as well as a population of B-1a cells that have migrated from the PerC (40). The sequences containing 0 N-additions may be B-1a cells migrating from the PerC. Another possibility is migration of B-1a cells from bone marrow origin, where B-1a cells display 46% and 32% of 0 and >1 N-additions respectively at both junctions (32). Moreover, the top CDR-H3 sequence (AREVTTMYYFDY) in splenic B-1a cells (14%) is the 2^nd^ top sequence in BM B-1a cells. With one amino acid change in the top PerC B-1a sequence, 26.8% of PerC B-1b cells display this sequence (AGD**R**DGYWYFDV) as the top sequence. Intriguingly, this PerC B-1b sequence is not highly (1.3%) accounted for in splenic B-1b cells. However, the 2^nd^ top (15.3%) amino acid sequence (AREDYYGSSYYFDY) in PerC B-1b, is expressed as the top (9.7%) sequence by splenic B-1b cells, which is expressed in very low frequency (0.9%) in splenic B-1a and not expressed in PerC B-1a cells. These data suggest that similar to PerC B-1a cells, PerC B-1b cells may also migrate to spleen in response to specific signals in aged *ApoE^-/-^* mice. Indeed, our adoptive transfer studies demonstrate that PerC B-1a and B-1b cells injected into the PerC of *Rag1^-/-^* mice are found in the spleen strongly supports this notion.

In summary, similar to conventional B-2 cells, B-1b cells use more VH1 genes, and more N-additions in V-D and D-J junctions, suggesting that B-1b cells may bridge between innate B-1a cells and adaptive B-2 cells.

## Materials and Methods

### Animals

All animal protocols were approved by the Animal Care and Use Committee at the University of Virginia. C57BL/6J, CC-chemokine receptor-6 deficient (*CCR6^-/-^*) and Lymphocyte deficient (*Rag1^-/-^*), and Apolipoprotein E deficient mice (*ApoE* ^-/-^) mice were purchased from Jackson Laboratory. *Rag1* ^-/-^ mice were bred with *ApoE^-/-^* to generate *ApoE^-/-^Rag1* ^-/-^ mice. All purchased mice were on a pure C57BL/6J background and those bred were backcrossed 10 generations to C57BL/6J mice. All mice were given water *ad libitum* and either a standard chow diet (Tekland, 7012) or western diet (WD) (Tekland, 88137). Mice were euthanized in all experiments with CO_2_ inhalation. Only male mice were used for all experiments.

### Preparation of Tissues for Flowcytometry and Cell Sorting

Peritoneal cells and spleen cells were harvested and brought into single cell suspension as previously described (21). Cells were blocked for Fc receptors then stained for cell surface markers using fluorescently conjugated antibodies for 20 minutes at 4°C. For flow cytometry, cells were washed in PBS and stained with a fixable live/dead stain diluted in PBS for 20 minutes at 20°C then fixed in 2% PFA in PBS for 10 minutes prior to re-suspending in FACS buffer. For FAC sorting, cells were re-suspended in DAPI live/dead stain before sorting. Flow cytometry antibodies: CD5 (53-7.3), CD19 (1D3), CD23 (B3B4), CD43 (S7), B220/CD45R (RA3-6B2), IgD (11-26.2a), IgM (II/41, R6-60.2), and CCR6 (29-2L17) were purchased from eBioscience, BD Bioscience, and Biolegend. Live/Dead discrimination was determined by LIVE/DEAD fixable yellow or Aqua staining (Invitrogen) or DAPI. Cells were run on a CyAN ADP (Beckman Coulter) or Attune NXT (Invitrogen) or sorted on an Influx cell sorter (BD Bioscience) and analyzed with FlowJo software (Tree Star inc). All gates were determined using fluorescence minus one (FMO) control.

### Bulk RNA Sequence Analysis

FAC sorted peritoneal B-1a and B-1b cells from C57BL/6 mice were used for RNA extraction by using Qiagen RNeasy Plus kit. The purified RNAs were stored at -80°C and sent to a Novogene to perform sequencing. RNA sequences in raw FASTQ data files were obtained from Novogene. Sequencing reads were aligned to reference genome (GRCm38/mm10) using HISAT2. The annotated sequences were then quantified and assembled by using StringTie, and differentially expressed genes were analyzed using R Ballgown package. Volcano plots of differentially expressed genes were visualized by using the python bioinfokit package. Ingenuity Pathway Analysis was performed on all the annotated RNA to analyze for differentially regulated canonical pathways.

### Single Cell IGVH Sequencing for IgM

Single cell sorting of PerC and splenic B-1 subsets were performed and IGVH sequencing for IgM was performed as we previously described (32).

### Adoptive Transfer of B-1a and B-1b Cells Into Rag1^-/-^ Mice

Following FAC sorting, as described above, 1x10^5^ B-1a or B-1b cells from young *ApoE* ^-/-^ mice were transferred intra-peritoneal into 8-week-old *ApoE* ^-/-^ *Rag1* ^-/-^ hosts. Mice were maintained on normal chow diet for 5 weeks. Four weeks after the cell transfer, mice were euthanized, flow cytometry and ELISPOT experiments were performed in PerC and spleen. Plasma IgM levels were analyzed by ELISA.

For short-term adoptive transfer experiment, following FAC sorting, 2.5x10^5^ B-1a or B-1b cells from 8-week-old CCR6^+/+^ and CCR6^-/-^ mice were transferred into 8-week-old *Rag1* ^-/-^ hosts *via* tail vein injection. After 48 hours, the mice were euthanized, and flow cytometry was performed to quantify adoptively transferred B-1a and B-1b cells in PerC, blood, and spleen.

### Enzyme-Linked Immuno Spot Assay

Total IgM secreting B cells were determined by ELISPOT method as we previously described (21, 30).

### Enzyme-Linked Immunosorbent Assay

Total IgM antibodies in mouse plasma were determined by ELISA as we previously described (21).

### Statistics

Unpaired t-test was used for analyzing data with normal distribution and equal variance. For data sets with non-normal distribution, Mann-Whitney test was used. In RNAseq analysis, false discovery rate (FDR) method was used to perform p-value corrections for DEG analysis. Results are displayed containing all replicated experiments, and values shown are mean ± SEM. Data were analyzed using Prism 8 (GraphPad Software, Inc).

## Data Availability Statement

The dataset presented in the study are deposited in the GEO repository, accession number GSE207011.

## Ethics Statement

The animal study was reviewed and approved by UVa Animal Care and Use Committee (ACUC) protocol.

## Author Contributions

PS designed and performed murine experiments, analyzed and interpreted data, and wrote the manuscript. TP performed RNAseq analysis. AU, VO and MM performed murine experiments. JG performed RNA isolation for RNAseq experiments. SB, JD, TAP, JW, CB provided intellectual input. NH and TR involved in IgH V sequencing, analysis and provided intellectual input. CM conceived the project, designed experiments, supervised the study, interpreted the data, and edited the manuscript.

## Funding

This work was supported by 1R01 HL107490, 1R01 HL136098, Project 3 of P01 HL055798 and P01 HL136275-01 (CM). PS was supported by AHA Career Development Award 18CDA34110392. Research reported in this publication was supported by the National Institute of Allergy and Infectious Diseases of the National Institutes of Health under Award Number R01AI154539 (NH). The content is solely the responsibility of the authors and does not necessarily represent the official views of the National Institutes of Health.

## Conflict of Interest

JW is co-inventor and receive royalties from patents owned by UCSD on oxidation-specific antibodies and of biomarkers related to oxidized lipoproteins, and JW is a co-founder of Oxitope, Inc and Kleanthi Diagnostic. JW is a consultant to Ionis Pharmaceuticals.

The remaining authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: B-1b Cells Have Unique Functional Traits Compared to B-1a Cells at Homeostasis and in Aged Hyperlipidemic Mice With Atherosclerosis
**Source:** Front Immunol. 2022 Jul 22;13:909475. doi: 10.3389/fimmu.2022.909475
**Supplement:** Supplementary Table 2 — Replicate CDR-H3 amino acid sequences (those present more than once) and frequency present in sorted PerC B-1a, B-1b, splenic B-1a and B-1b. Asterisk (*) in PerC B-1a CDR-H3 sequence indicates stop codon.

| PerC B-1a (n=310 total sequences) |                    |                                          | PerC B-1b (n=340 total sequences) |                  |                                          | Spleen B-1a (n=214 total sequences) |                  |                                          | Spleen B-1b (n=155 total sequences) |                  |                                          |
|-----------------------------------|--------------------|------------------------------------------|-----------------------------------|------------------|------------------------------------------|-------------------------------------|------------------|------------------------------------------|-------------------------------------|------------------|------------------------------------------|
| CDR-H3 Sequence                   | V-D-J              | Number of CDR-H3 specific replicates (%) | CDR-H3 Sequence                   | V-D-J            | Number of CDR-H3 specific replicates (%) | CDR-H3 Sequence                     | V-D-J            | Number of CDR-H3 specific replicates (%) | CDR-H3 Sequence                     | V-D-J            | Number of CDR-H3 specific replicates (%) |
| AGDYDGYWYFDV                      | VH12 - DH2 - JH1   | 217 (70 %)                               | AGDRDGYWYFDV                      | VH12 - DH2 - JH1 | 91 (26.8 %)                              | AREVTTMYYFDY                        | VH1 - DH2 - JH2  | 30 (14 %)                                | AREDYYGSSYYFDY                      | VH1 - DH1 - JH2  | 15 (9.7 %)                               |
| ARSYYYGSSYYFDY                    | VH1 - DH1-1 - JH2  | 13 (4.2 %)                               | AREDYYGSSYYFDY                    | VH1 - DH2 - JH2  | 52 (15.3 %)                              | AGDYDGYWYFDV                        | VH12 - DH2 - JH1 | 20 (9.3 %)                               | TYYGNYENYTDY                        | VH14 - DH2 - JH4 | 14 (9.0 %)                               |
| AGDRWGYWYFDV                      | VH12 - DH4 - JH1   | 13 (4.2 %)                               | AREVTTMYYFDY                      | VH1 - DH2 - JH2  | 18 (5.3 %)                               | MRYGDYWYFDV                         | VH11 - DH2 - JH1 | 8 (3.7 %)                                | ARAYGSSPYWYFDV                      | VH1 - DH1 - JH1  | 6 (3.9 %)                                |
| ARYYGNYWYFDV                      | VH1 - DH2 - JH1    | 6 (1.9 %)                                | AGDLLGYWYFDV                      | VH12 - DH2 - JH1 | 11 (3.2 %)                               | MRYSNYWYFDV                         | VH11 - DH2 - JH1 | 8 (3.7 %)                                | ARDDGYHGDWYFDV                      | VH1 - DH2 - JH1  | 4 (2.6 %)                                |
| AGDLLGYWYFDV                      | VH12 - DH2 - JH1   | 5 (1.6 %)                                | AREATTLDDFFDY                     | VH1 - DH1 - JH2  | 5 (1.5 %)                                | AGSDSGYWYFDV                        | VH12 - DH2 - JH1 | 6 (2.8 %)                                | ATGSSFDY                            | VH1 - DH1 - JH2  | 3 (1.9 %)                                |
| ARDYYWYFDV                        | VH1 - DH2 - JH1    | 4 (1.3 %)                                | ARWDYDYPYRAMDY                    | VH1 - DH1- JH4   | 5 (1.5 %)                                | TRYYGSSAMDY                         | VH6 - DH1 - JH4  | 6 (2.8 %)                                | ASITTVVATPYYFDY                     | VH1 - DH1 - JH2  | 3 (1.9 %)                                |
| AGSDSGYWYFDV                      | VH12 - DH2 - JH1   | 4 (1.3 %)                                | ATGSSFDY                          | VH1 - DH1 - JH2  | 3 (0.9 %)                                | ASYYGNYWYFDV                        | VH1 - DH2 - JH1  | 4 (1.9 %)                                | MRYGDYWYFDV                         | VH11 - DH2 - JH1 | 3 (1.9 %)                                |
| AGDYYGWYFDV                       | VH12 - DH1-1 - JH1 | 3 (1.0 %)                                | AGDTTGWYFDV                       | VH12 - DH2 - JH1 | 3 (0.9 %)                                | ARSYYYGSSYYFDY                      | VH1 - DH1 - JH2  | 4 (1.9 %)                                | MRYSNYWYFDV                         | VH11 - DH2 - JH1 | 3 (1.9 %)                                |
| ASYYGNYWYFDV                      | VH1 - DH2 - JH1    | 2 (0.6 %)                                | TYYGNYENYTDY                      | VH14 - DH1 - JH4 | 3 (0.9 %)                                | AGDYYGWYFDV                         | VH12 - DH1 - JH1 | 4 (1.9 %)                                | AGSDSGYWYFDV                        | VH12 - DH2 - JH1 | 2 (1.3 %)                                |
| ATYYSNYWYFDV                      | VH1 - DH2 - JH1    | 2 (0.6 %)                                | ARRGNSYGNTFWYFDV                  | VH3 - DH1 - JH1  | 3 (0.9 %)                                | AKNDYGIYYAMDY                       | VH2 - DH1 - JH4  | 4 (1.9 %)                                | AGDRNGYYHFDV                        | VH12 - DH2 - JH1 | 2 (1.3 %)                                |
| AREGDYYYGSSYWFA                   | VH1 - DH1-1 - JH3  | 2 (0.6 %)                                | ARSYGYAMDY                        | VH1 - DH2 - JH4  | 2 (0.6 %)                                | AKNEWLLERYAMDY                      | VH2 - DH2 - JH4  | 3 (1.4 %)                                | AGDRDGYWYFDV                        | VH12 - DH2 - JH1 | 2 (1.3 %)                                |
| MRYSNYWYFDV                       | VH11 - DH2 - JH1   | 2 (0.6 %)                                | ARGGFAY                           | VH1 - DH1 - JH3  | 2 (0.6 %)                                | ARSYGYAMDY                          | VH1 - DH3 - JH4  | 2 (0.9 %)                                | TYYANSENYTDY                        | VH14 - DH2 - JH4 | 2 (1.3 %)                                |
| AGDTTGWYFDV                       | VH12 - DH4 - JH1   | 2 (0.6 %)                                | ASGLGVWYFDV                       | VH1 - DH1 - JH1  | 2 (0.6 %)                                | ARYDYDEGDY                          | VH1 - DH2 - JH2  | 2 (0.9 %)                                | ARRGDYFDY                           | VH2 - DH1 - JH2  | 2 (1.3 %)                                |
| AGDRTGYWYFDV                      | VH12 - DH4 - JH1   | 2 (0.6 %)                                | ARSNYAMDY                         | VH1 - DH2 - JH4  | 2 (0.6 %)                                | ARMGNYGSRYFDV                       | VH1 - DH1 - JH1  | 2 (0.9 %)                                |                                     |                  |                                          |
| AGDPYDGYGFAY                      | VH12 - DH2 - JH3   | 2 (0.6 %)                                | AREDYYGSNYFDY                     | VH1 - DH1 - JH2  | 2 (0.6 %)                                | ARGWLLRYYYAMDY                      | VH1 - DH2 - JH4  | 2 (0.9 %)                                |                                     |                  |                                          |
| AGDRDGYWYFDV                      | VH12 - DH2 - JH1   | 2 (0.6 %)                                | AGDNDGYGFAY                       | VH12 - DH1 - JH3 | 2 (0.6 %)                                | ARRDGYGGFAY                         | VH1 - DH2 - JH3  | 2 (0.9 %)                                |                                     |                  |                                          |
| AKLR*XLL*L                        | VH2 - DH1-1 - JH2  | 2 (0.6 %)                                | AGDRDGYYSFDV                      | VH12 - DH1 - JH3 | 2 (0.6 %)                                | ANWAY                               | VH1 - DH4 - JH3  | 2 (0.9 %)                                |                                     |                  |                                          |
| ARYYYGSSYAMDY                     | VH7 - DH1-1 - JH4  | 2 (0.6 %)                                | AGSDGYWYFDV                       | VH12 - DH2 - JH1 | 2 (0.6 %)                                | AREDYYGSSYYFDY                      | VH1 - DH1 - JH2  | 2 (0.9 %)                                |                                     |                  |                                          |
|                                   |                    |                                          | TTPSPNSNSFDY                      | VH14 - DH1 - JH2 | 2 (0.6 %)                                | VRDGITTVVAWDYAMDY                   | VH10 - DH1 - JH4 | 2 (0.9 %)                                |                                     |                  |                                          |
|                                   |                    |                                          | TPHYYGSPWFAY                      | VH14 - DH2 - JH3 | 2 (0.6 %)                                | AGDPDGYDFDV                         | VH12 - DH2 - JH1 | 2 (0.9 %)                                |                                     |                  |                                          |
|                                   |                    |                                          | TYYGNYESVMDY                      | VH14 - DH1 - JH4 | 2 (0.6 %)                                | AGDKTGWYFDV                         | VH12 - DH4 - JH1 | 2 (0.9 %)                                |                                     |                  |                                          |
|                                   |                    |                                          | ARNGGLWSYYAMDY                    | VH2 - DH1 - JH4  | 2 (0.6 %)                                | AGDRTGYWYFDV                        | VH12 - DH4 - JH1 | 2 (0.9 %)                                |                                     |                  |                                          |
|                                   |                    |                                          | TRYYGSSAMDY                       | VH6 - DH2 - JH4  | 2 (0.6 %)                                | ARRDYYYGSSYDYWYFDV                  | VH2 - DH1 - JH1  | 2 (0.9 %)                                |                                     |                  |                                          |
|                                   |                    |                                          | TYDYDWYFDV                        | VH6 - DH2 - JH1  | 2 (0.6 %)                                |                                     |                  |                                          |                                     |                  |                                          |
| Frequency of replicate sequences: |                    | 91.5 %                                   | 65.6 %                            |                  |                                          | 54.2 %                              |                  |                                          | 39.3 %                              |                  |                                          |

How the deposited data were processed for this re-analysis (not part of the article)

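The bulk RNA sequencing compared B-1a and B-1b cells sorted from the peritoneal cavity of C57BL/6 mice, 3 replicates per group as the paper and the sample labels state. The other experiments of the paper (flow cytometry, cell transfer and single-cell IgM sequencing) were not analysed here. The authors aligned reads to GRCm38/mm10 with HISAT2, quantified and assembled them with StringTie, and tested for differential expression with Ballgown. Versions, the annotation release and the filter that left the rows of the table are not given in the sources used here. The values the authors deposited were read as FPKM per transcript, which fits their fractional form, their fall with transcript length and column sums that differ between libraries. The table names no unit, and its name refers to read counts, which the values are not. No whole-read steps were seen, so the depth of the libraries is unknown and no interval for counting error is given. The number of libraries limits the precision. There are 0 further columns of sample values.

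The replicates numbered 3 are arithmetically related to the others, B-1b replicate 3 as a copy of replicate 1 and B-1a replicate 3 as the mean of replicates 1 and 2. So B-1b replicates 1 and 3 entered as their mean, B-1a replicate 3 was not used, and each group had 2 libraries. Counting the related columns as libraries was run as an alternative. In simulated libraries without any difference between groups (49 draws of 7557 genes), limma called a median of 0 genes with 4 libraries (at most 1) and a median of 334 (258 to 455) once columns built in the same way were added. The rows of a gene name were summed. Of 7834 names, 7830 matched GENCODE M21 symbols, from which the GRCm38 coordinates come.

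Genes with at least 1 FPKM in at least 2 of 4 libraries were tested on log2(FPKM + 1) with limma 3.58.1 in R 4.3.3, with an intensity trend in the prior and Benjamini-Hochberg adjustment, always B-1b over B-1a. The design set before the data were examined assumed counts, a test on counts and 6 libraries. The unit called for limma on log values and the related columns for 4 libraries. Sets were tested with limma's camera (preset correlation 0.01), with fry and an estimated correlation as alternatives. The lists were cytosolic ribosomal proteins, eIF subunits, BCR signaling, BAFF signaling, CCR6 coupling, nuclear and mitochondrial oxidative phosphorylation, and 10 lists of marker genes for B-2 cells, B-1 cells, plasma cells, T cells, macrophages, mast cells, platelets and megakaryocytes, erythroid cells, neutrophils and NK cells. All were fixed before the data were examined, and lists with fewer than 3 tested genes were not tested. Shares of VH families are shares of the summed FPKM of Ighv genes. Other figures and comparisons were made in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and statsmodels 0.14.6.

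The limma step was tested on simulated data for 2 libraries against 2, drawn from the means and spreads of the 7557 genes with 200 genes changed, chosen among genes with a mean log2 value above 3. It recovered 0 of the changed genes at a log2 fold change of 1, 51.0% at 2 and 86.5% at 4, and 4.67% and 5.46% of the calls at 2 and 4 were unchanged genes. So at this number of libraries a change of 1 on the log2 scale is not detectable over all genes. The camera step gave a p of 3.74e-40 to 40 genes shifted by 1 and 0.671 to 40 unshifted genes.

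The genes named were chosen by a rule set before the data were examined, though the values in Supplementary Table 1 had been seen. It takes the genes the paper names in its RNA sequencing text or labels in Fig. 2A, the sort markers and receptors it discusses, the 5 genes per direction with the smallest p and the 5 with the largest fold change (at least 10 FPKM in one group) among those past both thresholds with separate libraries, chemokine receptors with an FDR below 0.05, the 3 Ighv genes per direction with the smallest p, and symbols with rows of opposite sign among the first 10 of Supplementary Table 1. Chemokine receptors not past the FDR, genes named for a departing replicate 3 or for a call that a setting changed, and genes of the marker lists are named outside it, after their values were seen.

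Alternatives set before the data were examined were no filter on low values, a linear model per gene without sharing of the spread, the replicate number as a block, each library left out in turn, transcript rows kept apart, other set tests, and other denominators and thresholds for shares, expressed genes and the overlap with Supplementary Table 1. Others were added after seeing the data (all 6 columns, B-1b replicate 1 alone, a pseudocount of 0.1, at least 10 FPKM, scaling to equal upper quartiles or to equal totals without immunoglobulin genes, and leaving out genes with a departing replicate 3).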

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

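The settings with all 6 columns, B-1b replicate 1 alone, the pseudocount of 0.1, the minimum of 10 FPKM, the scalings and the genes left out were chosen after seeing the data, and the others before the data were examined. The count tools set before the data were examined (DESeq2, edgeR with TMM, RLE or library sizes, limma-voom and filters on counts) were not run, because the table holds no counts.

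The number of genes with an FDR below 0.05, 19 in the values reported, was the same as the number past both thresholds in every setting but all 6 columns. It was 8 without a filter (1 Ighv gene), 6 with transcript rows kept apart (1 Ighv gene) and 6 with the genes of departing columns left out (0 Ighv genes, since 5 Ighv genes leave the test). All 6 columns gave 1259 genes, 405 of them past both thresholds, and 43 Ighv genes (11 higher and 32 lower). The linear model without sharing of the spread gave 0 genes and 0 Ighv genes, with 656 genes at an unadjusted p under 0.05. Leaving out B-1a replicate 1, B-1a replicate 2, B-1b replicate 1 or B-1b replicate 2 gave 0 genes and 0 Ighv genes in each case (535, 587, 903 and 1171 genes at an unadjusted p under 0.05), where the lone library is assumed to vary like the other group. These settings have fewer libraries by construction. The other 5 settings gave between 14 and 18 genes and the 3 Ighv genes.

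The replicate number as a block gave 0 genes and 0 Ighv genes, with 614 genes at an unadjusted p under 0.05. The numbers do not pair the samples, since the deviations of replicate 1 from the group means in B-1a and in B-1b had an r across genes of 0.00107.

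Ccr6, Ccr7 and Sqstm1 were higher in the libraries labelled B-1b in every setting in which they were tested, and passed an FDR of 0.05 in 1 of them, all 6 columns, with log2 fold changes of 1.95, 2.79 and 4.05. Over all settings, the model without sharing of the spread included, their adjusted p-values ran from 3.74e-04 to 0.433, from 5.17e-04 to 0.498 and from 0.00433 to 0.551. With each library left out they ranged from 1.92 to 1.99, from 2.49 to 2.92 and from 3.66 to 5.00. Ccr6 reached 2.48 with the pseudocount of 0.1. Cd5 stayed above 0, from 0.0462 to 0.42, and was not called.

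The median of the Ighv set (-0.44) stayed below 0, from -0.54 to -0.27 with each library left out. Fry and the estimated correlation keep the median and change the test. Under both, the Ighv set (-0.44), the ribosomal proteins (-0.45), the mitochondrial genes (1.32), the B-1 markers (1.08) and the macrophage markers (0.54) lost their call, and the cause was not tested. Under fry the plasma cell markers (-0.26) gained one. The block gave one to the erythroid markers (-0.41). All 6 columns gave one to the nuclear genes of oxidative phosphorylation (-0.14). Without B-1b replicate 2 the nuclear genes of oxidative phosphorylation (-0.22), the mast cell markers (0.72) and the erythroid markers (-0.79) gained a call, the last also without B-1a replicate 1 (-0.76), and without B-1b replicate 1 the B-1 markers (0.92) lost theirs. With each library left out, these medians ranged from -0.22 to 0.13, from 0.0101 to 0.72, from -0.79 to -0.0352 and from 0.85 to 1.20. The cause was not tested for any of these.

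The number of expressed genes (7428) became 11394 with transcript rows kept apart, where each row counts, and 4441 at a minimum of 10 FPKM, and was between 7513 and 7768 in the other settings. The share of symbols of Supplementary Table 1 with the same sign (43.3%) was 46.3% for rows with an absolute log2FC above 1 and 38.0% with all 6 columns, and ranged from 29.0% without B-1b replicate 2 to 62.4% without B-1b replicate 1. The cause was not tested in these settings, though the values of the pairs of libraries differ in the same way. The log2 ratios of the VH11, VH12 and VH14 shares kept their direction and moved by less than the spread between replicates, as did VH1, which lies near 0 and changes sign. Scaling to equal upper quartiles moved the median of all genes from 0.05 to 0.01. As the depth is unknown, no result could be weighed by it.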

Differences from the paper's values

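The paper's number of expressed genes is 13215, against 7428 gene names here. The table holds 7834 gene names in 13747 rows, so no count of gene names could come within 1.5 times of the paper's number. The other 5 alternatives set before the data were examined (7513 to 7585) count gene names, so their distance from it was fixed in advance. With transcript rows kept apart, 11394 rows passed the level, within 1.5 times of it. The paper's number is thus nearer to one of rows, though how it was counted is not given in the sources used here. The paper's number of differentially expressed genes is 1325, against 19 here, and the 8 alternatives set before the data were examined gave between 0 and 8. All 6 columns as deposited, a setting chosen after seeing the values, gave 1259 genes at an FDR below 0.05 (405 with the fold threshold), within 1.5 times of the paper's number at the FDR alone. It called 210 of the 1201 tested symbols of Supplementary Table 1, 75 of them with the table's sign, and did not call 991. In the paper's table, 657 of the 1325 rows have an absolute log2FC above 1.

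The values of Supplementary Table 1 are the paper's, and Fig. 2A gives n = 3 for each group. How its log2FC were taken from FPKM, and over which columns, is not given in the sources used here. For Sqstm1 the paper's log2FC is 6.51 in one row and -2.51 in another, against 4.33 here. For Ccr6 it is 1.46 (1.96 here), for Ccr7 2.23 (2.71 here), for Tubgcp3 2.84 (2.16 here) and for Cnn3 5.38 (5.13 here). The paper's row for Ccr6 and the second of its 2 rows for Cd5 hold the same log2FC, 1.46. For Cd5 the paper's values are -2.15 and 1.46, against 0.19 here. For Ighv1-26 the paper's log2FC is 2.01, against -0.53 here. For Ighv1-71 it is 1.91 and 1.36 (1.72 here), and for Ighv1-9 it is 1.01 and 4.44 (4.37 here). Parg has 3.45 and -2.85 in the paper, against 0.0530 here, where 2 transcripts that change in opposite directions are summed. Osbpl5 has -2.54 and 1.43 in the paper (0.0625 here).

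Of the alternatives set before the data were examined, keeping transcript rows apart gave 1 row of Parg that is listed at 0 in both libraries labelled B-1a and at 10.4 and 9.99 FPKM in those labelled B-1b, for which no fold is given, and another with a log2 fold change of -2.64 (10.0 and 11.2 FPKM against 0.766 and 0.946 FPKM). Each has the direction of 1 of the paper's rows for Parg. The second lies within its standard error from limma (0.29) of the paper's -2.85, though not within the SD between replicates (0.101). It also brought 1 row of Osbpl5 (0.61) to within the SD of the paper's 1.43, though not within its standard error from limma (0.76). That row was at 0 and 2.63 FPKM in the libraries labelled B-1a, so its SD is wide. Leaving out B-1a replicate 2 brought Ighv1-71 to within the SD between replicates of the paper's 1.91 and Ighv1-9 to within that of 4.44, and the other alternatives brought none of these genes to within the SD. By the standard error from limma, Ighv1-9 as reported lies within that of the paper's 4.44. Without B-1a replicate 1, Ccr7 (2.49), Cnn3 (5.21) and Ighv1-71 (1.56, for the paper's 1.36) did so too, as did Ighv1-71 for the paper's 1.91 with the replicate block or without B-1b replicate 1.

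The pseudocount of 0.1, chosen after seeing the values, brought Cnn3 (5.35) and Ighv1-71 (1.77, for the paper's 1.91) to within the SD between replicates and Tubgcp3 (2.72) to within the standard error, and took Ccr6 further from the paper's value, to 2.48. Under it 1195 of the 1201 tested symbols of the paper's table were not called. All 6 columns as deposited, chosen after seeing the values, brought Ighv1-71 (1.76) to within the SD of the paper's 1.91 and called Sqstm1, Ccr6, Ccr7, Tubgcp3, Ighv1-64 and Ighv1-71, which the paper calls and which were not called here. It also called Ighv1-26 lower (log2 fold change -0.57), against the paper's direction.

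The paper states that Sqstm1 is the gene most enriched in B-1b cells. Here it was 9th by log2 fold change and 41st by p. The paper states that Ighv genes are increased in B-1b cells, and 25 of 29 Ighv rows of its table are positive. Here 32 of 98 were higher, among them 5 of the 6 that the paper labels in its volcano plot. The paper gives CCR6, BAFF, BCR and EIF2 signaling as upregulated in B-1b cells by Ingenuity's lists. With the lists used here, which are not Ingenuity's, the components of CCR6, BAFF and BCR signaling and the eIF subunits were not called in either direction and the ribosomal proteins were lower.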

Other observations

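In this part, the tests of the marker lists were set before the data were examined and the comparison of simulated libraries before its result was seen, while the tests of the relations between columns, of the departing genes, of the table's correlations, of the splits and of the number of abundant macrophage genes were chosen after the result was seen. No biological explanation was tested for the relations between columns.

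B-1b replicate 3 is identical to replicate 1 in 13329 of the rows above 0, and B-1a replicate 3 is the mean of the other 2 in 13710 rows. Any pair of the other 4 columns shared at most 1 value above 0, and these values are consistent with 1 library entered under 2 numbers and with a column computed from the other 2. How the columns came about is not given in the sources used here. Adding columns built in this way to simulated libraries without difference raised limma's calls from a median of 0 to a median of 334, so part of the 1259 calls with all 6 columns may come from an understated spread. The simulated number lies below 1259, and the remainder stays open. The grouping by labels gave the most calls of the 3 ways to split the 4 libraries (1 of 3 with as many), and 3 splits are by themselves too few to exclude chance. Simulated libraries without difference gave at most 1 call with 4 libraries, against 19 here, under the assumption of independent genes.

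The departures from these relations fall on particular genes. Of 46 departing genes, 9 are among the 12 that the paper names in its text or Fig. 2A (19.6% against 0.153% of all 7834 genes, two-sided Fisher's exact test, p = 7.85e-19), and 18 are in Supplementary Table 1. The lists of BCR, BAFF and CCR6 components hold 12 (26.1% against 1.14%, two-sided Fisher's exact test, p = 6.12e-14). Departures irrespective of the genes the paper names are argued against by this. A whole-number difference between 2 of the other 4 columns occurred in 2 rows, Mdm2 and Nfkb2, and both are among the 46. Both differences lie between B-1b replicate 1 and a B-1a library. Mdm2 was at 6.257324 FPKM in B-1b replicate 1 and at 16.257324 FPKM in B-1a replicate 2, and its B-1b replicate 3 is identical to the latter. Nfkb2 was at 11.005509 FPKM in B-1b replicate 1 and at 15.005509 FPKM in B-1a replicate 1. In these 2 rows such relations thus reach columns used as libraries, across the groups. Whether columns other than those numbered 3 were changed in further rows cannot be seen from these relations. The original reads or the output of StringTie would be needed, and neither was used here.

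The log2FC of Supplementary Table 1 runs with the difference of B-1b replicate 2 over B-1b replicate 1. Across 648 genes, the r with the table was 0.66 for that difference, 0.20 and 0.29 for B-1b replicate 2 over the B-1a libraries and -0.33 and -0.25 for B-1b replicate 1 over them. An exchange of labels between the groups as a whole is not decided by the r of 0.29, since a table that follows B-1b replicate 2 over B-1b replicate 1 leans toward a positive r for B-1b replicate 2 over any library. For a library labelled B-1b replicate 1 that holds B-1a cells, the values go both ways. The r of 0.66 and the higher r of B-1b replicate 2 than of B-1b replicate 1 over the B-1a libraries go with it, while values near 0 for B-1b replicate 1 over them would go with it too and were not found. Against it, the libraries separated by label in 3220 of 7511 genes without a departing replicate 3 (42.9%, where chance gives 33.3%), and in 2075 and 2216 for the other pairings of the libraries. They lay over 3 log2 units apart in 16 genes by label, against 6 and 2. As some genes lie as far apart in each pairing, and genes are not independent, this leaves a mixed library open. Fig. 2A gives n = 3 for each group, but from which columns the table's log2FC were calculated is not given in the sources used here. Cd5 is below 1 FPKM in all 4 libraries. The share of VH12 was 15.5% and 9.33% in the libraries labelled B-1b against 2.14% and 1.77% in those labelled B-1a. In aged *ApoE-/-* mice, the paper reports the opposite direction, with more VH12 among peritoneal B-1a than B-1b sequences. It also cites a high use of VH11 and a low use of VH12 by peritoneal B-1a cells of young female C57BL/6 mice. The share of VH11 was 0.73% and 0.87% in the libraries labelled B-1a and 2.09% and 1.95% in those labelled B-1b. It was thus lower under the B-1a label, and low in every library. The opposite direction of VH12 and the lower VH11 under the B-1a label go with an exchange of labels. The mice and the method differ, so neither decides the question. The B-1 marker list (6 genes tested) had a median log2 fold change of 1.08 (camera, adjusted p = 0.00744), with Bhlhe41 at 0.775 and 1.23 FPKM in B-1a and 4.87 and 2.68 FPKM in B-1b. The call did not hold under fry (adjusted p = 0.142) or without B-1b replicate 1 (median 0.92, adjusted p = 0.0969). Macrophage markers were also higher in the libraries labelled B-1b, as given below. How far the values of the B-1 list take in RNA of other cells was not tested, so its rise does not decide the labels.

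Transcripts of macrophages were abundant in every library. Lyz2 was at 4345, 3238, 3927 and 6824 FPKM and C1qb at 266, 204, 291 and 371 FPKM in B-1a replicates 1 and 2 and B-1b replicates 1 and 2. Of the 12 genes on the macrophage list, 9 are in the table and 5 had at least 10 FPKM in every library, which is consistent with macrophage cells or their RNA in the sorted fractions. All 9 had higher means in the libraries labelled B-1b (median log2 fold change 0.54, camera, adjusted p = 6.20e-04, not held under fry with an adjusted p of 0.108). Cells and free RNA were not separated by this test, and expression by B-1 cells themselves stays open. Mast cell markers had a median of 0.42 (adjusted p = 0.152), and 4 of 7 were at 10 FPKM or more in every library. Platelet and megakaryocyte markers had 1 gene in the table, Pf4, at 136 and 106 FPKM in B-1a and 209 and 272 FPKM in B-1b. The lists for B-2 cells (median 0.18, adjusted p = 0.809), plasma cells (-0.26, adjusted p = 0.544), T cells (-0.03, adjusted p = 0.809) and erythroid cells (-0.41, adjusted p = 0.126) were not called by camera, and 0 genes of the neutrophil and NK cell lists are in the table.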
